A study of Homo sapiens with 8 samples.

How the data were processed

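Gene expression was measured in 8 libraries of Rh41, an established human cell line of alveolar rhabdomyosarcoma, a soft-tissue tumour with features of skeletal muscle, that carries the PAX3-FOXO1 fusion. The labels put 4 libraries in a control group and 4 in a group named siG9a, in which G9a was knocked down. G9a is a histone H3 lysine 9 methyltransferase encoded by EHMT2. Per the labels' protocols, RNA was extracted with TRIzol, QuantSeq 3′ mRNA libraries were made from total RNA, and single-end reads were sequenced on a NextSeq500. QuantSeq primes on the poly(A) tail, so reads come from transcript ends and a gene's value does not depend on its length. The aligner, the counting tool, the use of strand, the trimming, the genome build and the annotation are not stated in the labels or the file header, and no coordinates are given here for that reason.

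The deposited table holds, per the file header, Ensembl gene identifiers, gene symbols and CPM for 60234 genes in the 8 libraries, to 2 decimals. CPM scales each count to the total of reads the authors assigned to genes in that library, so every column has the same sum, and a large change in a few genes moves the others. In each library 100% of the non-zero CPM values were whole multiples of what 1 read is worth, so the whole reads behind the deposited values were recovered. The recovered totals ran from 1458825 to 1938665 reads per library, and they sum exactly to the totals implied by the step. With 1 read worth between 0.516 and 0.685 CPM, the floor used here, 3 reads, lay between 1.55 and 2.06 CPM. Intervals on single libraries are 95% Wilson intervals. Whether the reads carried molecular identifiers is not stated, so intervals and floors cover counting error only. Each pair of libraries within a group differed by more than counting noise (chi-square per degree of freedom from 5.90 to 28.7), so all 8 were kept as separate replicates.

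Because the values are CPM, the test was limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with lmFit and eBayes with trend, two-sided, on the 15092 genes with a mean of at least 1 CPM over all 8 libraries. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The pseudocount of 1 makes a fold change understate the change of low genes. The design had the group as its only term, and a second fit had the replicate number as a block. The pairing comes from the replicate numbers in the sample titles, which the labels do not explain. The pairing was checked by the correlation, across genes, of the deviations of libraries from their group means. Results of the fit with the block are called paired throughout.

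Of 10 gene sets written down before the data were examined, 9 had at least 5 members tested and were compared with limma's camera, with the inter-gene correlation estimated from the residuals and adjustment over the 9 sets. The set of MAGE genes had 1 member at a mean of 1 CPM or more and was not tested. A list of 10 single genes was also fixed beforehand, with a rule for naming others. That rule takes the 6 largest rises and the 6 largest falls among genes with an adjusted p-value under 0.05 whose 4 siG9a values do not overlap the 4 control values, and in each set at most the 3 members with the smallest adjusted p-value. The fit without the block called no gene, so the rule was applied to the paired fit, a choice made after the data were seen. Some genes that the list and the rule include are not reported here.

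The alternatives fixed beforehand were pseudocounts of 0.1 and 5, no filter or a mean of at least 5 CPM, median-ratio scaling, quantile normalization, eBayes without trend, limma's array weights, the replicate block, an inter-gene correlation of 0.01, and leaving out each library in turn. They also included edgeR 4.0.16 (quasi-likelihood, TMM, with and without the block) and DESeq2 1.42.0 on the recovered reads. Alternatives chosen after the data were seen included some of the same changes against the paired fit. These were both pseudocounts, a mean of at least 5 CPM, median-ratio scaling, quantile normalization, edgeR and DESeq2. The paired fit was not rerun without a filter, without the trend in eBayes, with array weights or with an inter-gene correlation of 0.01. Also chosen then were a correction for GC content, numbers 2 and 4 exchanged in the siG9a group and each pair left out in turn. The last was a covariate for the position of a library between replicates 1 and 3 of its own group, without and with the block. The GC correction subtracted from each library a lowess curve over the GC content of the last 500 bases of each gene's longest transcript, for the 14736 tested genes (97.6%) found in GENCODE release 29. That release was used only for sequences, names and overlaps between genes.

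The scripts were tested on simulated reads for 14764 genes drawn from the real library sizes and the mean of each replicate number, which both groups shared, with 200 genes changed by 1.5 in log2 and a set of 40 further genes lowered by 0.7 for the set test. Those data were thus paired by construction. The limma fit without the block recovered 10.5% of the 200 genes and the fit with it 89.5%. The latter made 192 calls, 179 of them among the 200 genes, 8 in the lowered set and 5 (2.60%) in unchanged genes. In the same data edgeR with the block recovered 90.5% and DESeq2 with the block 74.5%. The search for 7-base words in 3′ untranslated regions placed a planted word first in 10 of 10 trials over 12008 genes. The planted fall was larger than the mean fall of genes holding the words that led in the real data. These trials thus do not cover a fall of that smaller size. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. All 8 value columns were used.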

Results

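The transcriptional effect of G9a knockdown in Rh41 cells was measured in 4 control libraries and 4 siG9a libraries. Control libraries held 1664164 ± 193604 reads assigned to genes (SD, n = 4) and siG9a libraries 1771513 ± 120207 reads (SD, n = 4), in counts recovered from deposited CPM (counts scaled to the library total). Reads were found for 17782 ± 427 genes in control (SD, n = 4) and 18095 ± 200.2 genes in siG9a (SD, n = 4), a difference smaller than the spread between replicates (exact permutation test, two-sided p = 0.257). The sequencing was shallow, so a gene at 10 CPM rested on fewer than 20 reads in a library.

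EHMT2, the gene that encodes G9a, was examined first. Of the 7 identifiers listed under this symbol, 6 were at 0 in every library, and the values here are those of ENSG00000204371. In control, EHMT2 measured 57.6 CPM (95% Wilson interval 46.5 to 71.3, 84 reads), 68.1 CPM (56.6 to 81.9, 112 reads), 87.3 CPM (74.1 to 102.9, 142 reads) and 88.3 CPM (76.0 to 102.6, 170 reads) in replicates 1 to 4. In siG9a it measured 19.6 CPM (14.3 to 26.9, 38 reads), 35.1 CPM (27.2 to 45.4, 58 reads), 33.1 CPM (25.6 to 42.8, 58 reads) and 58.5 CPM (48.2 to 71.0, 102 reads). These values were 34.0%, 51.6%, 37.9% and 66.3% of the control library with the same number. The group means were 75.3 ± 15.05 CPM in control and 36.6 ± 16.2 CPM in siG9a (SD, n = 4 each). The siG9a library of replicate 4 was above the control library of replicate 1, so the groups overlapped. The log2 change was −1.10 ± 0.31 (SE) with an adjusted p of 0.191 by limma without a block, and −1.10 ± 0.19 (SE) with an adjusted p of 0.000472 with the replicate number as a block. An exact permutation test of the 8 values gave a two-sided p of 0.0571, where 4 against 4 can reach 0.0286. EHMT2 was lower in 4 of 4 pairs. An antisense gene, EHMT2-AS1, overlaps EHMT2, and whether the counting used strand is not stated.

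**Figure D1:**
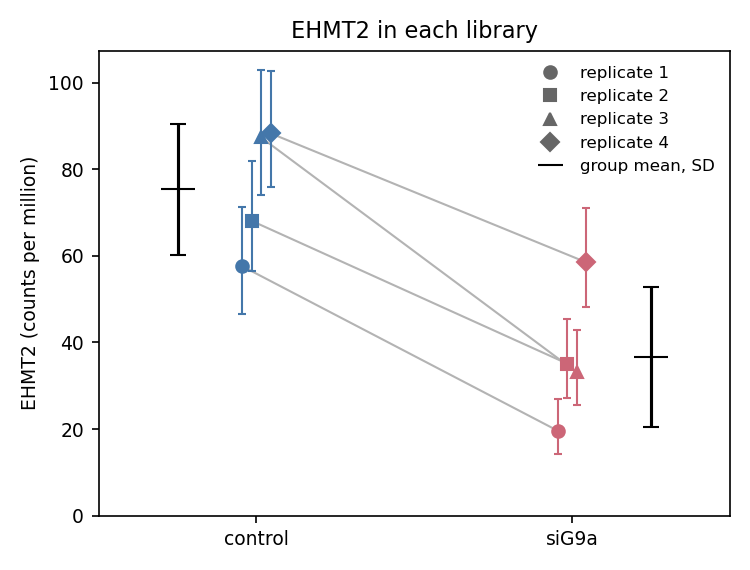
EHMT2 in CPM (vertical axis) in each control and siG9a library, with 95% Wilson intervals as bars, lines joining libraries with the same replicate number, and the group mean with its SD beside each group. Each siG9a library sits below the control library of its number, at 34.0% to 66.3% of it, while the siG9a library of replicate 4 (58.5 CPM) is level with the control library of replicate 1 (57.6 CPM).

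Libraries with the same replicate number deviated together from their group means. The correlation of deviations, across genes, was 0.50 for replicate 1, 0.10 for replicate 2, 0.67 for replicate 3 and 0.13 for replicate 4. The mean of these was 0.35. Of the 24 ways to pair the libraries, 2 gave a mean at least as large (exact one-sided p = 0.0833, the genes not being independent replicates). The pairing therefore rested mainly on numbers 1 and 3. The first principal component held 39.9% of the variance and set both replicate 3 libraries apart from the others. The second held 21.0% and parted the siG9a libraries from the control libraries, with all 4 siG9a scores below all 4 control scores. In control replicate 3, EHMT1, MYOD1, FOXO1, FGFR4, MYL4, ACTC1, KCNN3, TP53INP1, TP53I3 and DNMT3A were lower than in the other control libraries. Among the genes named below, these had a Dixon's ratio on log2(CPM + 1) above its 95% critical value. The low values widen the SD of their control means.

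**Figure D2:**
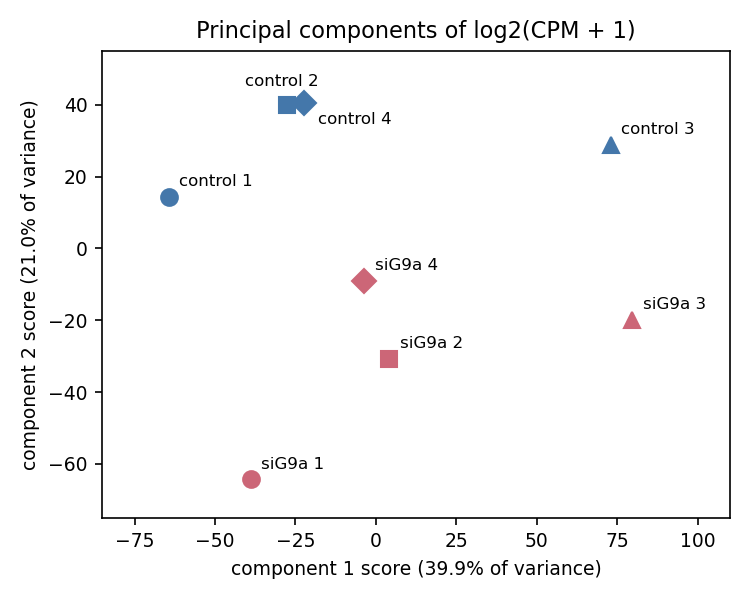
Scores of the 8 libraries on the first (horizontal axis, 39.9% of variance) and second (vertical axis, 21.0%) principal components of log2(CPM + 1) over 15092 genes, with control in blue and siG9a in red and one symbol per replicate number. Both replicate 3 libraries lie at the right, at 73.0 and 79.7, and the siG9a libraries lie below the control libraries, at −8.96 or lower against 14.4 or higher.

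The comparison of siG9a with control asked which transcripts changed with the knockdown. Without a block, limma called 0 of 15092 genes at an adjusted p under 0.05, with 1880 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0662. With the replicate number as a block, which carries the correlation of 0.35 given above, limma called 1717 genes, 733 higher and 984 lower in siG9a (57.3% lower). The block was the alternative that moved this count most. A change of at least 2-fold was reached by 702 of these genes, 266 higher and 436 lower. The same direction in 4 of 4 pairs was seen for 30.2% of all genes tested, where chance gives 12.5%. It was seen for 1602 of the 1717 called genes (93.3%), but the paired fit favours such genes, so this share is no separate test. The 4 siG9a values did not overlap the 4 control values for 1105 genes (7.32%), where chance gives 2.86%, and 662 of the paired calls were among them. On the recovered reads, which were whole for 100% of values, edgeR called 0 genes without the block and 1711 with it, and DESeq2 called 291 without the block and 969 with it. Of the paired limma calls, edgeR with the block shared 1612 and DESeq2 with the block 965.

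Among genes without overlap between the groups, the 6 largest falls were DCX, MYL4, MYBPH, NKAIN4, TSPAN18 and NEU4. DCX (ENSG00000077279) fell from 44.1 ± 27.3 to 2.31 ± 2.35 CPM (SD, n = 4), a log2 change of −3.67 ± 0.41 (SE) with a limma adjusted p of 1.63e-06 with the block and 0.0892 without it. MYL4 (ENSG00000198336) fell from 50.4 ± 28.03 to 2.83 ± 2.15 CPM (SD, n = 4), a log2 change of −3.64 ± 0.32 (SE) with a limma adjusted p of 5.41e-08 with the block and 0.0709 without it. MYBPH fell from 20.8 to 2.08 CPM, NKAIN4 from 86.7 to 11.9 CPM, TSPAN18 from 23.03 to 2.65 CPM and NEU4 from 10.9 to 1.23 CPM. Their log2 changes were −3.17, −2.74, −2.66 and −2.60, with limma adjusted p-values of 2.25e-05, 1.04e-06, 1.32e-05 and 0.000467 with the block and 0.0916, 0.0926, 0.0662 and 0.109 without it. NKAIN4, TSPAN18 and NEU4 overlap antisense genes and are uncertain in that respect. Most siG9a values of DCX and MYBPH were at or under 3 reads, so the sizes of these falls depend on the pseudocount.

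The 6 largest rises by the same rule were ERAP2, ARPC3, NCEH1, PARD6A, SP110 and XXbac-BPG299F13.17. ARPC3 (ENSG00000111229) rose from 39.5 ± 20.8 to 175.2 ± 35.3 CPM (SD, n = 4), a log2 change of 2.24 ± 0.22 (SE) with a limma adjusted p of 3.13e-07 with the block and 0.0662 without it. SP110 (ENSG00000135899) rose from 6.28 ± 2.88 to 25.9 ± 8.79 CPM (SD, n = 4), a log2 change of 1.91 ± 0.30 (SE) with a limma adjusted p of 0.000150 with the block and 0.0916 without it. The other 4 were at or under 3 reads in every control library, so only a lower bound can be given. ERAP2 (6.27 CPM in siG9a) was at least 3.05-fold higher, NCEH1 (6.15 CPM) at least 2.99-fold, PARD6A (6.16 CPM) at least 2.99-fold and XXbac-BPG299F13.17 (5.69 CPM) at least 2.77-fold. Their limma adjusted p-values with the block were 0.000986, 0.00259, 0.00307 and 0.00443, and 0.0898, 0.114, 0.109 and 0.131 without it. DESeq2 with the block called none of these 4, nor NEU4. ARPC3, SP110 and XXbac-BPG299F13.17 overlap other genes, so their values are uncertain where the counting split such reads. The same holds for many genes named below, among them FOXO1, MYCN, ACTC1, TNNI1, RASSF4, IRF1 and IRF9. It also holds for SHMT2, MTHFD2, BECN1, ATG12, BBC3 and TP53I3.

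Of the 10 single genes fixed beforehand, 2 were called with the block over all genes tested, EHMT2 and FGFR4, and 2 when adjusted over the list alone. Without the block 0 were called over all genes and 1 over the list alone. FGFR4 fell from 90.9 ± 43.4 to 58.9 ± 28.2 CPM (SD, n = 4), a log2 change of −0.59 ± 0.17 (SE), lower in 4 of 4 pairs, with a limma adjusted p of 0.0229 with the block and 0.694 without it. That call was lost in each of the 4 paired fits that left out one pair. MYOD1, MYOG, CDKN1A, PAX3, FOXO1, MYCN and EHMT1 did not differ by more than the spread between replicates in either fit. MYCN was higher in 4 of 4 pairs, from 8.27 to 14.1 CPM, with a limma adjusted p of 0.208 with the block. FOXO1 values cannot part reads of the fusion transcript, whose 3′ end is that of FOXO1, from reads of the unfused gene.

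Of the 9 gene sets tested, none passed the adjusted threshold in limma's camera, without or with the block. The 31 muscle differentiation genes had a median log2 change of −0.76, with 25 members lower and the median lower in 4 of 4 pairs. Their adjusted p was 0.482 without the block and 0.208 with it. The 29 genes associated with PAX3-FOXO1 had a median log2 change of −0.59, lower in 4 of 4 pairs, with adjusted p-values of 0.668 and 0.208. The 29 interferon response genes had a median log2 change of 0.51, with 25 members higher and the median higher in 4 of 4 pairs, and adjusted p-values of 0.124 and 0.208. The choice of inter-gene correlation moved these results most. With it fixed at 0.01, the adjusted p without the block was 1.13e-07 for muscle, 0.004 for PAX3-FOXO1 and 7.44e-06 for interferon. That setting was not run with the block. The adjusted p over all alternatives without the block ran up to 0.816, 0.951 and 0.680 for the same sets. The median log2 changes of the other 6 sets lay between −0.22 (amino acid response through ATF4) and 0.23 (cholesterol synthesis), with adjusted p-values of 0.668 or more, except 0.482 for the ATF4 set, without the block, and of 0.440 or more with it.

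**Figure D3:**
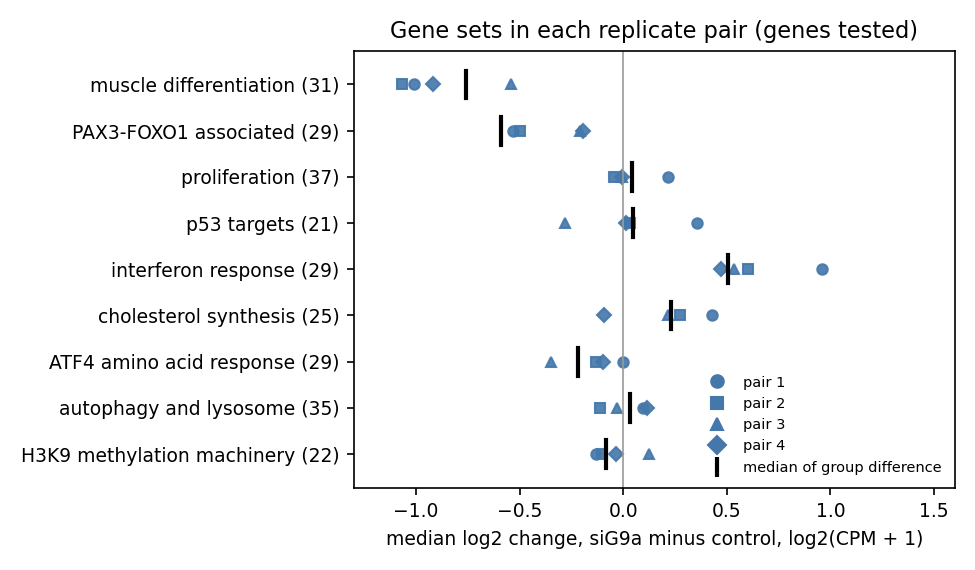
Median log2 change on log2(CPM + 1) from control to siG9a (horizontal axis) of 9 gene sets (vertical axis, genes tested in brackets), with one symbol per replicate pair and a bar for the median of the group difference. The muscle and PAX3-FOXO1 sets lie below 0 and the interferon set above 0 in 4 of 4 pairs, while none of the sets passed the adjusted threshold.

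Single members of these sets were called in the paired fit. In the muscle set 14 of 31 genes were called over all genes and 15 over the list alone, and 8 over the list alone without the block. ACTC1 fell from 669 ± 411 to 218 ± 158 CPM (SD, n = 4), with a limma adjusted p of 2.46e-08 with the block and 0.450 without it. TNNI1 fell from 146.7 ± 88.8 to 19.8 ± 6.22 CPM (SD, n = 4), with a limma adjusted p of 1.12e-07 with the block and 0.0898 without it. In the PAX3-FOXO1 set 12 of 29 genes were called over all genes and 12 over the list alone, and 3 over the list alone without the block. RASSF4 had a log2 change of −2.03 and KCNN3 of −1.14, each lower in 4 of 4 pairs. In the interferon set 4 of 29 genes were called over all genes and 5 over the list alone, and 3 over the list alone without the block. IRF1 (15.2 to 38.3 CPM) and IRF9 (2.49 to 9.84 CPM) were higher in 4 of 4 pairs, with limma adjusted p-values of 0.00139 and 0.00937 with the block and 0.120 and 0.145 without it.

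In the set named H3K9 methylation machinery, 4 of 22 genes were called with the block. That list is not limited to H3K9 methyltransferases, and its members DNMT3A and DNMT3B encode DNA methyltransferases. DNMT3A fell from 139.6 ± 58.9 to 35.002 ± 17.4 CPM (SD, n = 4), with a limma adjusted p of 5.19e-07 with the block and 0.109 without it. DNMT3B fell from 30.5 ± 5.08 to 8.66 ± 4.61 CPM (SD, n = 4), with a limma adjusted p of 9.16e-05 with the block and 0.0916 without it. CBX1 rose from 119.5 to 201.9 CPM, with a limma adjusted p of 0.00150 with the block and 0.233 without it. In the other sets, the paired fit called BIRC5 (log2 change −0.97), MCM4 (−0.50) and CENPE (−0.50) among proliferation genes. It called TP53INP1 (−1.35), BBC3 (0.89) and TP53I3 (−0.92) among p53 targets, and SHMT2 (−0.80), MTHFD2 (0.79) and NUPR1 (−1.80) among ATF4 response genes. It called BECN1 (−1.22), ATG12 (−0.71) and GABARAPL2 (0.66) among autophagy and lysosome genes. None of these 12 genes passed the adjusted threshold without the block. Of the cholesterol synthesis genes, 0 of 25 were called in the paired fit and 6 had an unadjusted p under 0.05.

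The share of reads on mitochondrial genes was 9.18%, 5.58%, 4.68% and 4.59% in control replicates 1 to 4 and 13.7%, 11.4%, 6.53% and 5.21% in siG9a. The means were 6.01 ± 2.16% and 9.21 ± 4.02% (SD, n = 4 each), which did not differ by more than the spread between replicates (exact permutation test, two-sided p = 0.200). The share was higher in 4 of 4 pairs, for which an exact two-sided sign-flip test gives 0.125, the smallest p that 4 pairs allow. The mitochondrial ribosomal RNA genes MT-RNR1 and MT-RNR2 held 5.08%, 2.43%, 1.94% and 1.96% of reads in control replicates 1 to 4. In siG9a they held 8.82%, 7.24%, 2.95% and 2.24%, so part of the rise in each pair lay in ribosomal RNA.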

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

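All tests of the replicate 3 libraries were chosen only after their values were seen. Within each group of 4 libraries, the highest or lowest library was compared with the others by Dixon's ratio for library measures, named genes and gene sets. Of 108 groups tested, 13 had a library beyond the 95% critical value, where chance gives about 5.40, and the named genes and their sets are not independent. Of the 13, 12 were a replicate 3 library and the values were low in each of those 12.

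In control replicate 3, EHMT1 measured 27.1 CPM where the other control libraries lay between 37.7 and 39.5. MYOD1 was at 95.3 CPM where the others lay between 817 and 864, FOXO1 at 48.6 CPM (others 209 to 233) and FGFR4 at 27.1 CPM (others 101.3 to 122.7). MYL4 was at 11.1 CPM (others 56.1 to 77.5), ACTC1 at 87.3 CPM (others 688 to 1021) and KCNN3 at 36.9 CPM (others 193 to 226). TP53INP1 was at 11.7 CPM (others 31.5 to 35.3), TP53I3 at 7.99 CPM (others 66.8 to 99.7) and DNMT3A at 52.3 CPM (others 158 to 180). The mean log2(CPM + 1) of the PAX3-FOXO1 set was 3.96 in the same library, where the others lay between 5.22 and 5.34. KCNN3 was also low in siG9a replicate 3, at 23.98 CPM where the others lay between 78.9 and 91.2. SHMT2 was the remaining case, at 295 CPM in control replicate 4 where the others lay between 189 and 203, and no explanation was tested for it.

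Depth, composition and GC content were tested first as technical explanations of the replicate 3 libraries, and none of these tests pointed to them. Control replicate 3 held 1626212 reads, inside the range of the 6 libraries with other numbers, and its 10 highest genes held 9.03% of reads, also inside that range. Its difference from the other control libraries had a correlation across genes of −0.038 with the GC content of transcript ends. The shift was shared between the groups: over 8898 genes with a mean of at least 10 CPM, the shift of replicate 3 in control and in siG9a had a correlation across genes of 0.82. In both groups 60 genes were at least 4-fold higher and 105 at least 4-fold lower in replicate 3 than in the mean of the other 3 libraries.

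The shift also followed chromosomes. The standard deviation of the 23 chromosome medians (autosomes and X) was 0.208 in control and 0.183 in siG9a, against a mean of 0.0525 and a maximum of 0.0936 in 10000 shuffles of genes over chromosomes in control (permutation p = 0.0001, the smallest the shuffles can give). In control and siG9a the median was −0.50 and −0.46 for chromosome 18, −0.42 and −0.37 for chromosome 20, and 0.45 and 0.34 for chromosome 6, and 21 of 23 chromosomes had the same sign in both groups. This is consistent with a gene dosage difference, so a subclone or a second cell population in the replicate 3 libraries is a candidate explanation. A list of 14 genes taken as markers of HEK293 cells was written after the shift of neurofilament genes had been seen but before its own values were looked at, and 13 of its members were tested. Its median shift in replicate 3 was 0.81, above 99.95% of 10000 lists matched on mean expression, while 6 fibroblast and stromal markers were shifted by −0.98. HEK293 cells may therefore be one candidate source, but the markers are shared with other neural and epithelial cells, no profile of another line was compared, and the labels name no second cell line.

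If the same second population were present at a smaller share in replicates 2 and 4, genes higher and genes lower in replicate 3 would place each library at one share between replicates 1 and 3. Genes higher gave 20.3% and 27.1% for control replicates 2 and 4 and 30.3% and 31.1% for siG9a. Genes lower gave 26.9%, 19.9%, 38.6% and 20.1%. The bootstrap intervals of the shares from genes higher and genes lower did not overlap in 3 of these 4 libraries, and the largest difference was −11.0 percentage points. These intervals cover the choice of genes and not differences between cultures, so they do not settle whether one share per library holds. It also remains open what the replicate 3 libraries hold. A biological subclone and a mixed sample cannot be told apart here, and no biological explanation is offered.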

How the results depend on the processing

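The first set of alternatives was fixed before the data were examined, while the changes against the paired fit, the GC correction, the exchange of numbers and the admixture covariate (the position of a library between replicates 1 and 3) were chosen after seeing the data. The counts from limma without a block depended most on the processing, and apart from the block the cause was not tested. Without a block 0 genes were called, with 1880 at an unadjusted p under 0.05. Without a filter on low values 18 genes were called (3 higher, 15 lower, 18 at 2-fold), and with array weights 436 (175 higher, 261 lower, 358 at 2-fold). DESeq2 on the recovered reads called 291 (98 higher, 193 lower, 219 at 2-fold). The replicate block gave 1717 (733 higher, 984 lower, 702 at 2-fold) and edgeR with the block 1711 (717 higher, 994 lower, 720 at 2-fold). The admixture covariate without the block gave 892 (369 higher, 523 lower, 503 at 2-fold), and all 892 were among the paired calls. Across the 8 fits that each left out one library the count ran from 0 to 300 (higher from 0 to 83, lower from 0 to 217, 2-fold from 0 to 292), the 300 arising without control replicate 3. In simulated data whose groups shared the differences between numbers, the fit without the block recovered 10.5% of changed genes and the fit with it 89.5%.

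EHMT2 was lower in each of the 21 alternatives, with log2 changes from −1.36 to −0.84 and adjusted p-values from 0.000308 to 0.464. Its change of −1.10 passed the threshold with the replicate block, and so did −1.09 from edgeR with the block and −1.12 with the admixture covariate. With the block, EHMT2 passed in each of 14 alternatives, with adjusted p-values from 0.000308 to 0.0197.

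Of the 10 alternatives to the paired fit that kept all libraries, the admixture covariate added to the block moved the counts most, to 224 (66 higher, 158 lower, 193 at 2-fold), and 221 of the 224 were paired calls. DESeq2 gave 969 (337 higher, 632 lower, 424 at 2-fold), and a pseudocount of 5 left the total at 1710 but lowered the 2-fold count to 300, since a larger pseudocount shrinks the changes of low genes. The other 7 gave between 1363 and 1715 genes. Across the 4 fits that each left out one pair the count ran from 668 to 1393 (higher from 253 to 586, lower from 415 to 807, 2-fold from 389 to 686). The share of lower genes among paired calls was 57.3%, 52.7% under quantile normalization and 65.2% under DESeq2. It was 70.5% with the admixture covariate added to the block. No scaling moved the median of all genes by 0.1 or more. Exchanging numbers 2 and 4 in the siG9a group gave 1644 genes.

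The set results without the block passed the threshold in 3 cases, with the inter-gene correlation fixed at 0.01. The medians were then −0.76 for muscle differentiation, −0.59 for PAX3-FOXO1 and 0.51 for interferon response, as without this change, since it alters only the test. These 3 sets kept their direction in every alternative run, from −1.14 to −0.50 for muscle, from −0.81 to −0.17 for PAX3-FOXO1 and from 0.27 to 0.85 for interferon without the block. Directions changed only for results near 0, none of them past the threshold, and the cause was not tested. The autophagy and lysosome set was at −0.023 under edgeR and at −0.016 in the paired fit with GC correction, and the H3K9 methylation machinery at 0.030 in the latter. Leaving out one library moved the autophagy set from −0.069 to 0.106 and the p53 targets from −0.13 to 0.16. Leaving out one pair moved them from −0.011 to 0.113 and from −0.14 to 0.14. The MAGE set could not be tested under any setting that needs 5 members, and DESeq2 gives no set test here.

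Among single genes, MYOD1 was at 0.051 under quantile normalization with and without the block, 0.085 with the admixture covariate, 0.182 with the block and that covariate and 0.017 with the block and GC correction, and FOXO1 at −0.022 with array weights. PAX3 was at 0.155 with the block and the admixture covariate. Across fits without one library MYOD1 ran from −0.81 to 0.61, PAX3 from −0.55 to 0.24 and FOXO1 from −0.31 to 0.59. Across fits without one pair MYOD1 ran from −0.18 to 0.11 and PAX3 from −0.23 to 0.033. None of these passed the threshold. Of 570 comparisons of a named gene with its paired value, 508 kept direction and side of the threshold, 55 no longer passed it, 0 newly passed it and 7 changed direction. Those that no longer passed included 21 with the admixture covariate and 8 under DESeq2, 7 of these 8 being genes with few reads to which its filter gave no adjusted p-value. Of 857 comparisons of a named gene with its value without the block, 683 were the same, 162 newly passed and 12 changed direction. The alternatives behind these 857 include limma and edgeR with the block, so part of the 162 passed only through pairing.

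Depth limits the low genes most. With a floor of 1.55 to 2.06 CPM, the rises of ERAP2, NCEH1, PARD6A and XXbac-BPG299F13.17 are lower bounds. The EHMT2 value of siG9a replicate 1 rests on 38 reads. Some of the largest falls are also limited, and NEU4 was at 0 CPM in siG9a replicates 2 and 4. Between pseudocounts of 0.1 and 5, the log2 change without the block went from −4.33 to −2.54 for DCX. It went from −4.49 to −1.88 for MYBPH and from −4.36 to −1.34 for NEU4. The sizes and order of the largest falls thus depend on the pseudocount.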

Other observations

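The tests on single and held-out pairs, on contrasts between libraries of one group, on the muscle genes, on the GC trend, on the risen genes and on the mitochondrial share, and the count of splits for gene counts, were chosen or specified only after the result was seen.

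Of the 35 ways to split the 8 libraries into 4 and 4, 8 part all 4 same-numbered pairs, so the share of such splits cannot fall under 0.125. Without a block, 8 of the 8 splits gave as many genes at the adjusted threshold, since the real split gave 0. At an unadjusted p under 0.05 the real split gave 1880 genes and the 7 others at most 461, so 1 of 8 was as large. With the block, 1 of 8 splits gave as many genes changed, higher, lower and at 2-fold, since the 7 others gave 0. Of all 35 splits 6 gave at least 1880 genes at an unadjusted p under 0.05, up to 3006, and the 5 others keep both replicate 3 libraries on one side, so replicate 3 and its difference from the rest are not balanced in them. For the set p-values without the block, 1 of 8 splits was as small for muscle differentiation and for interferon response, and 2 of 8 for PAX3-FOXO1, cholesterol synthesis and the ATF4 response. It was 4 of 8 for the H3K9 methylation machinery and 8 of 8 for proliferation, p53 targets and autophagy and lysosome.

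One hypothesis for part of the genes that fell is that the silencing RNA repressed transcripts other than EHMT2 through its seed, the short stretch at its start that can pair with 3′ untranslated regions as a microRNA does. Each of 16123 words of 7 bases was compared between genes with and without it in 12008 3′ untranslated regions, after adjustment for length, GC content and expression. The most negative word was TTAACAA, with a standardized difference of −9.20, followed by TTTAACA, the same site shifted by 1 base (−8.86). In 100 shuffles the values ran from −4.90 to 4.85. The joint site TTTAACAA occurs 1 time in the longest EHMT2 transcript of the reference, before its 3′ untranslated region, but 9.99% of transcripts hold it, so its presence is weak evidence. The next word, TAACAAA (−7.58), overlaps the same site.

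The 2 words led in 3 of 4 pairs taken alone. In pair 4, where EHMT2 was reduced least (66.3% of control), another word led and TTAACAA ranked 7 (−3.47). With the word chosen over 3 pairs and looked up in the pair left out, TTAACAA was chosen each time and ranked 2, 1, 1 and 7 of 16123 in pairs 1 to 4, so it did not lead in each. In control replicate 3 against control replicate 1, a large difference with no knockdown, the word was at 0.317. Other words did pass the shuffled range between libraries of one group, TAATCCC at 5.73 in that contrast and GTAATCC at 7.27 in siG9a replicate 3 against siG9a replicate 1, so the shuffles understate how far a word can move between libraries. Genes with the 8-base site had a mean adjusted log2 change of −0.12 ± 0.019 (SE over 1034 genes), and 13.2% of them were called lower in the paired fit, against 6.07% of 8595 genes without a site. Of 877 genes called lower, 40.5% held one of the words, against 32.7% in matched lists (95% of 10000 lists between 30.1% and 35.2%). The words were chosen on the same changes, so these shares restate that choice and are no separate test, and 522 of the 877 held none of the words. It cannot be told whether this is the seed of the reagent used, since its sequence is not known here. The type of reagent is also unclear, as the series title reads shG9a and the sample titles read siG9a. Among the muscle genes 28 of 31 had no site, and their median log2 change was −0.762, against −0.647 for the 3 with one, so direct sites do not account for them. The other sets were divided. Members with a site were lower than those without in 5 sets, −0.647 against −0.459 for PAX3-FOXO1, −0.388 against 0.162 for proliferation, −0.292 against 0.103 for p53 targets, −0.282 against 0.0855 for autophagy and lysosome and 0.150 against 0.286 for cholesterol synthesis. They were higher in 2, −0.128 against −0.355 for the ATF4 response and 0.130 against −0.0844 for the H3K9 methylation machinery, and level for interferon response (0.503 against 0.506). Effects passed on from a repressed gene to others were not tested.

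The opposite side also stood out. AAGAGCA (6.54) and its shift GAAGAGC (5.84) were the most positive words, beyond the shuffled range, and led in 2 of 4 pairs. Both lay under the 7.27 that GTAATCC reached in siG9a replicate 3 against siG9a replicate 1, a contrast within one group. Relief from a control silencing RNA with that seed is a possible explanation, as genes it repressed in control would seem to rise. The control reagent is not described in the labels, and the pairs did not settle it.

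Other technical explanations of the genes that fell were tested. The group difference had a weak trend with GC content: the medians of 10 equal groups of genes ordered by GC content ran from −0.11 to 0.080 in log2 before the correction and from −0.013 to 0.034 after it. With the correction the paired fit called 1715 genes, and 1586 of them were among the 1688 calls that the uncorrected fit made in the same genes, so this trend did not account for most of the calls. Unequal admixture within a pair could be tested in part only. The position of a library between replicates 1 and 3 is set within each group, from the genes higher in replicate 3 only. Those genes placed pair 4 at 27.1% in control and 31.1% in siG9a. Genes lower in replicate 3 placed it at 19.9% and 20.1%, nearly level, and no fit used that measure. The position used is the same in both libraries of pair 1 and of pair 3 by construction. It therefore cannot show a difference in admixture within those 2 pairs. Adding this position to the paired fit, where it differs only within pairs 2 and 4, left 224 calls, 221 of them paired calls, with 2329 genes at an unadjusted p under 0.05. All 1717 paired calls kept their sign. Precision lost to a covariate was tested by arranging the same differences within pairs over the 4 pairs in each of the 11 other ways. These left 437 to 1654 calls, and 0 of the 11 left as few as 224. Each lowered the count, but none as far, and with 12 arrangements chance cannot be excluded. Neither count speaks to admixture within pairs 1 and 3. Genes higher in replicate 3, named after their values were seen, stayed far from that level in pair 1. NEFM went from 156 to 182 CPM, NEFL from 27.4 to 36.1, TAGLN2 from 66.5 to 82.0 and XIST from 499 to 502. In control replicate 3 they were at 8046, 1557, 3520 and 5689 CPM. A much larger share of what replicate 3 holds would have raised them. Of genes lower there, MGP, IL21R and MYOD1 kept their level, while RASL11B, ANGPTL2 and ACTC1 fell. Of the 14 muscle genes called lower in the paired fit, 11 were also called lower with the position as a covariate and no block and 7 with the block, against 523 and 156 of all 984 genes called lower. In every siG9a library 6 of the 14 were lower than in both control replicates 1 and 3, which no mixture of those 2 control libraries gives, as were 357 of the 984. A mixture of those 2 libraries thus does not account for these 6, while this count leaves the other 8 undecided. In pair 1 the muscle set still had a median log2 change of −1.01, although the genes higher in replicate 3 hardly rose there. This argues against unequal admixture as the cause of the fall of the set in pair 1. It does not cover the other pairs, where unequal admixture stays open. MYL4 was at 0.57 to 5.74 CPM in siG9a, against 77.5 and 11.1 CPM in control replicates 1 and 3. An effect of G9a on the muscle genes is thus an open hypothesis, and the pattern was found and tested on the same data.

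The share of mitochondrial reads, higher in 4 of 4 pairs, did not follow library size over the 8 libraries. Spearman rho was 0.0952 (exact permutation p = 0.840, two-sided) and Pearson r 0.102 (exact permutation p = 0.812), and r was −0.354 without the 2 libraries farthest from the median total. With 4 libraries per group the relation cannot be tested within groups. It fell with the replicate number in both groups, from 9.18% to 4.59% in control and from 13.7% to 5.21% in siG9a. No biological explanation was tested.

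The genes that set replicate 3 apart include neurofilaments. NEFM measured 156, 1562, 8046 and 1737 CPM in control replicates 1 to 4 and 182, 2498, 7625 and 1597 CPM in siG9a, and NEFL was also highest in both replicate 3 libraries. MGP and RASL11B were at 1 read in both replicate 3 libraries and between 9.28 and 50.4 CPM in the others. These 4 genes are among the 5 highest and 5 lowest shifts shared by both groups. XIST, named after its values were seen, measured 499, 1602, 5689 and 1993 CPM in control replicates 1 to 4 and 502, 1695, 4710 and 1666 CPM in siG9a.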
